A study of Saccharomyces cerevisiae with 30 samples. Its data were reported in "Experimental Evolution Reveals Interplay between Sch9 and Polyploid Stability in Yeast" (2016).

How the data were processed

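Total RNA from pairs of yeast cultures grown at 36°C was hybridised by the authors to spotted oligonucleotide arrays, with the culture named first labelled with Alexa Fluor 647 and the other with Alexa Fluor 555. The deposited values are log2 ratios of the first over the second culture, which the authors normalized within each array by LOWESS after leaving out spots of low intensity. The base of the log and the centring near 0 were checked on the values, and the direction rests on the labels and methods. The dye orientation was the same on all arrays, with 0 swapped, so a gene-specific dye effect stays in every ratio against an ancestor. Scanner intensities were not used here, so the signal over background of single spots is unknown. The table held 3053 empty cells. A further 84 cells stood at −6.64, the log2 of 0.01, well under the next lowest value of −5.73, and were set to missing as a floor. No pair of arrays was identical.

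Groups were taken from the sample titles, as 8 lines of evolved over ancestral tetraploid, ancestral 4 over diploid and evolved 4 over diploid, each with 3 arrays. The tests, the alternatives and the rule for named genes were written before the data were examined. All groups were fitted in 1 model in limma 3.58.1 (R 4.3.3), with lmFit and eBayes, and the adjustment was that of Benjamini and Hochberg. A row needed a value on at least 2 of the 3 arrays, and a call needed an adjusted p under 0.05 and a mean log2 ratio of at least 1 in size. Means were rounded to 10 decimals before that comparison, which moved 1 row of line 4 that lay exactly at the limit into the calls. The common response was fitted on 8 line means, for rows with values in at least 6 lines. Exact permutation tests, correlations and gene-set medians were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Camera used a preset correlation of 0.01.

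The scripts were tested on simulated data with 200 rows changed by 1.5 on the log2 scale. For line 4, 100% of 197 changed rows tested were recovered with 0 false calls. For the difference of the diploid comparisons, 98.5% of 194 were recovered with 1 false call, and for the common response 100% of 198 with 1 false call. The real means over the 8 lines ran from −1.38 to 0.771, so the simulated common effect was larger than any of them. Recovery at smaller effects was not simulated.

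The rule for named genes, written in advance, was to name the 5 highest and 5 lowest called rows of line 4 and of the common response, the 3 highest and 3 lowest of each diploid comparison, and a fixed list. It was not carried out with names. A row can be named only through an identifier that the values bear out, and here the sets examined did not bear the identifiers out. Beyond the order as listed, all 6377 constant offsets between names and values were tried, and many other sort, stride and plate orders were searched in an exploratory way. None was adopted, and the values were analysed in the order deposited. Results by row do not depend on the names.

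The alternatives were other scalings (each array centred on its median, quantile normalization), other filters on missing values, each group fitted alone, the replicate number as a block, a robust variance prior, no fold minimum, the methods' t-test, and each replicate or line left out. Here the methods' t-test means a t-test taken as the test behind the paper's threshold of 2-fold and p under 0.005. The text of the paper does not name its test. Chosen after seeing the data were the floor cells kept as deposited, a running median over 99 rows of the file subtracted, the sign of line 1 turned, and the settings for correlations between groups. A dye effect was estimated in line 4 as the direct ratio minus the difference of the diploid comparisons.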

Results

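Gene expression was measured in budding yeast of the W303 background grown at 36°C, on spotted 2-colour oligonucleotide arrays. Each array compared RNA from a pair of cultures. In 8 independent lines, a tetraploid clone taken after 1000 generations of growth was compared with the tetraploid ancestor of the same line, on 3 arrays per line. For line 4, the ancestral tetraploid and the evolved clone were each also compared with a diploid, again on 3 arrays. The table held 6377 rows on 30 arrays, in 10 groups of 3. The number of arrays limits the precision. The arrays held between 6095 and 6360 values each. Median log2 ratios per array lay between −0.0335 and 0.0366. The 3 arrays of a group were technical triplicates, so a test within a line covers technical error only, while the line is the replicate for the evolved tetraploids as a class.

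Replicate arrays resembled each other to different degrees. The Pearson correlation over rows between arrays of a group ranged from 0.468 in line 6 to 0.936 in line 4, with a median of 0.771 over the 10 groups. Rows are not independent replicates, so these correlations describe the arrays and carry no p-value. The median standard deviation of a row over 3 arrays ranged from 0.0803 in line 8 to 0.164 in line 1.

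The identifiers beside the values were yeast systematic names, of which 5840 matched a locus tag of the R64 annotation and 537 did not. Whether the values bear out these names was examined before any gene was named. Over the 30 arrays, the 122 complete rows listed as ribosomal proteins had a mean pairwise correlation of −0.00329. Among 1000 random sets of as many rows, the central 95% lay between −0.00463 and 0.016. Rows listed as ribosome biogenesis factors, chaperones, stress and reserve carbohydrate genes, oxidative phosphorylation genes, proteasome subunits and histones also lay within the range of random rows. The 45 pairs of rows listed as the A and B copies of a ribosomal protein had a median correlation of 0.0148, and 23 of the 45 lay above 0. Only these sets and pairs were examined in this way. Since they did not bear out the names, rows are described below without gene names, and comparisons that rest on listed names are marked as such.

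The comparison of evolved with ancestral tetraploids asked which transcripts changed in each line during evolution. A row was called when its Benjamini-Hochberg adjusted p in limma was under 0.05 and its mean log2 ratio was at least 1 in size. In line 4, 521 of 6208 rows were called, 241 higher and 280 lower in the evolved clone. Quantile normalization over the 30 arrays moved this count most among the scalings, to 77 rows. The highest row of line 4 had a log2 ratio of 3.16 ± 0.20 (SD, n = 3) and the next 2.77 ± 0.25 (SD, n = 3). The lowest row had a log2 ratio of −3.30 ± 1.41 (SD, n = 3), a spread set by a single array at −4.92. The next lowest had −2.91 ± 0.32 (SD, n = 3). Limma's adjusted p for these rows ranged up to 3.85e-10, and each had the same sign on all 3 arrays.

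The other lines had fewer calls. In line 2, 46 rows were higher and 46 lower. In line 6, 35 were higher and 12 lower, and this count rose from 47 to 74 rows without replicate 3. Line 1 had 6 higher and 33 lower rows, and line 3 had 27 higher and 10 lower. Line 5 had 12 higher and 11 lower rows, and 12 higher and 22 lower with the floor cells kept as deposited. Line 7 had 13 higher rows and 1 lower, and line 8 had 10 higher and 3 lower. With no fold minimum, the rows past the adjusted p ranged from 1415 in line 8 to 4141 in line 4, so most rows past the test changed less than 2-fold. Of all 6377 rows, 530 were called in 1 line, 78 in 2, 25 in 3, 5 in 4 and 1 in 5 lines.

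**Figure D1:**
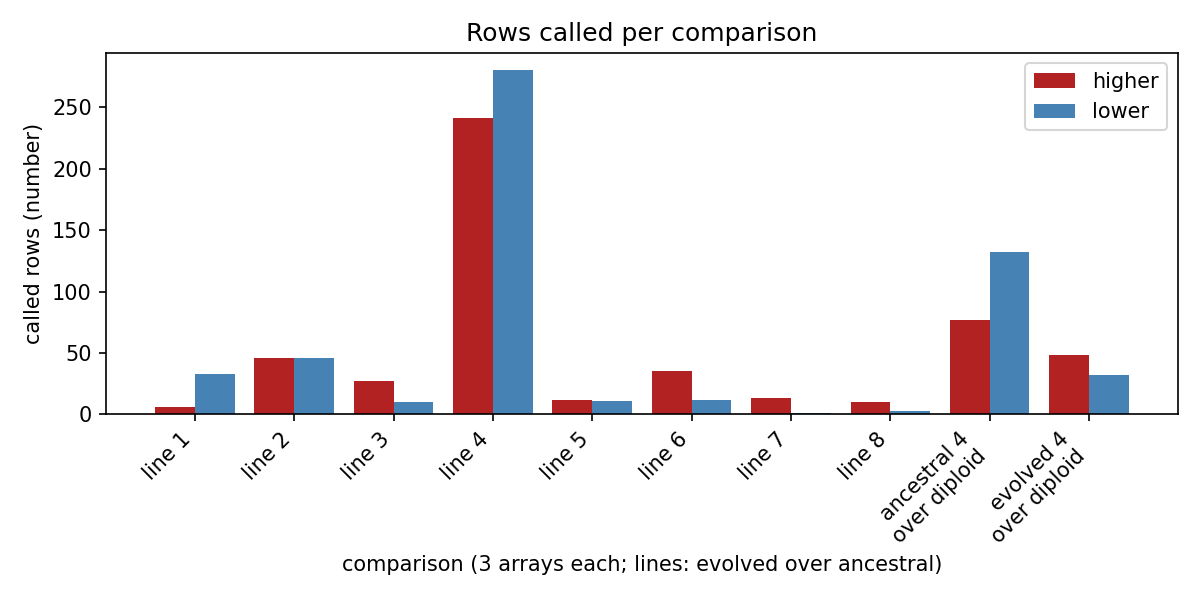
Number of called rows (y axis) in each comparison (x axis), with red bars for higher and blue bars for lower rows. Line 4 had 241 higher and 280 lower rows, and the other 7 lines had between 13 and 92 calls each.

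A response common to the 8 lines was tested on the mean of each line. Of 6335 rows tested with limma, 0 were called and 0 passed the adjusted p, whose smallest value was 0.239. Only 1 row had a mean of at least 1 in size, so the fold minimum allowed at most 1 call whatever the p. At an unadjusted p under 0.05, limma gave 1062 rows and the methods' t-test 863, where 317 would arise by chance among independent rows. Single lines weighed on the limma count, which was 631 without line 2, 656 without line 6 and 667 without line 5, against 1590 without line 1. All 8 lines had the same sign in 119 of 6174 rows, and 48.2 would be expected from independent signs. The dyes were the same on all arrays, so a gene-specific dye effect would also give the lines a common sign and mean. The design cannot separate it from a common response. Without line 1, 173 rows passed the adjusted p and 1 was called. When the 24 arrays were fitted with the line as a random block, 337 rows passed and 1 was called. The correlation of arrays within a line in that fit was 0.723.

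The lines differed from each other by more than technical error. The moderated F test of limma over the 8 lines gave 5395 of 6070 rows past the adjusted p, of which 1521 also spanned at least 2-fold between the highest and the lowest line. The correlation of line means over rows had a median of 0.194 over 28 pairs of lines. The highest was 0.753, between lines 2 and 6, and the lowest was −0.698, between lines 1 and 3. Line 1 correlated below 0 with 6 of the 7 other lines, and at −0.403 with their mean. The methods and labels state the dyes, so the direction of line 1 was kept as deposited. With the sign of line 1 turned, the common test gave 468 rows past the adjusted p and 1 call.

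**Figure D2:**
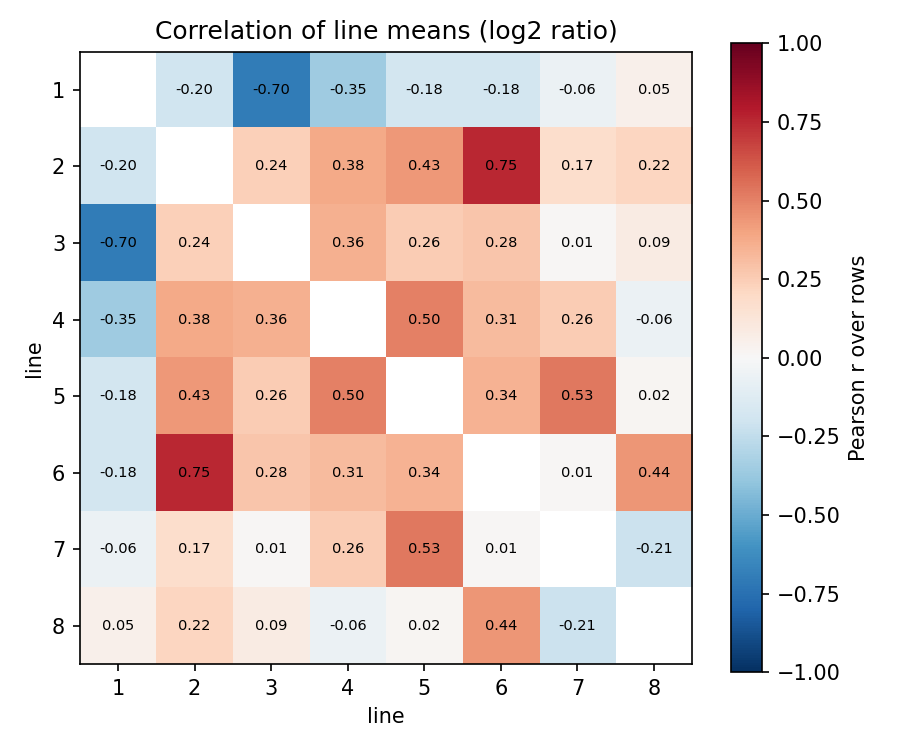
Pearson correlation over rows of the mean log2 ratio (evolved over ancestral) for each pair of the 8 lines, with the value in each cell and blue below 0. Lines 2 and 6 had the highest correlation, 0.753, and lines 1 and 3 the lowest, −0.698.

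The lines fell apart by their number of empty cells, with 58 to 127 in lines 2, 3, 6 and 8 and 285 to 564 in lines 1, 4, 5 and 7. The mean correlation was 0.225 over the 12 pairs of lines within these sets and 0.0616 over the 16 pairs between them. An exact permutation test over the 35 splits of the lines into 4 and 4 gave a one-sided p of 0.0571. In a fit with this split as a term, 0 rows passed the adjusted p of limma for the common response, and 1112 had an unadjusted p under 0.05.

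The arrays against the diploid asked how far each tetraploid of line 4 lay from a diploid. In ancestral 4 over diploid, 77 rows were higher and 132 lower among 6145 tested. Several of the higher calls formed a block of rows listed at the start of chromosome I, with names ending in C. None of the interleaved rows with names ending in W was called higher. The cause was not tested, so the calls of this block are not taken as separate transcript changes. In evolved 4 over diploid, 48 were higher and 32 lower among 6225 tested. The difference between these comparisons was tested directly in limma, and 426 of 6135 rows were called, 248 higher and 178 lower in the evolved clone. Quantile normalization moved this count to 210. Several rows of the block listed on chromosome I were among the lower calls of this difference.

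This difference estimates the same change as the direct arrays of line 4. Over 6134 rows tested in both, the estimates correlated at 0.785, and 241 rows were called in both, 240 with the same sign. By chance, 35.8 shared rows would be expected. The samples are shared between these arrays, so unchanged groups with error shared in this way were simulated. The simulated correlation was 0.987, with 0 rows called in both, and the standard deviation of the direct means was 0.097 in the simulation against 0.567 observed. Ancestral 4 over diploid and evolved 4 over diploid correlated at 0.143, and the simulation with a shared diploid gave 0.497. All simulated error lay in the samples, shared by arrays of the same replicate number, with none from single hybridisations. Both simulated correlations follow from that setting, and 0 shared calls follow from the small simulated spread. Replicate numbers did not pair the real arrays, so the observed correlations cannot be judged against the simulated ones.

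The distance to the diploid was measured as the median absolute log2 ratio of an array. Over all rows it was 0.299 ± 0.0177 (SD, n = 3) for ancestral 4 and 0.229 ± 0.00759 (SD, n = 3) for evolved 4. The 3 values of each group did not overlap, which chance gives in 10% of cases, and the two-sided exact permutation p was 0.1, the smallest that 3 against 3 arrays allow. Over the 521 rows called in the direct arrays, it was 0.490 ± 0.142 (SD, n = 3) for ancestral 4 and 0.556 ± 0.0929 (SD, n = 3) for evolved 4. That difference was smaller than the spread between arrays (exact permutation p = 0.6, two-sided). Of 518 such rows with values, 245, or 47.3%, lay nearer the diploid in evolved 4. Over all rows the share ran the other way, with 3640 of 6194, or 58.8%, nearer the diploid in evolved 4.

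**Figure D3:**
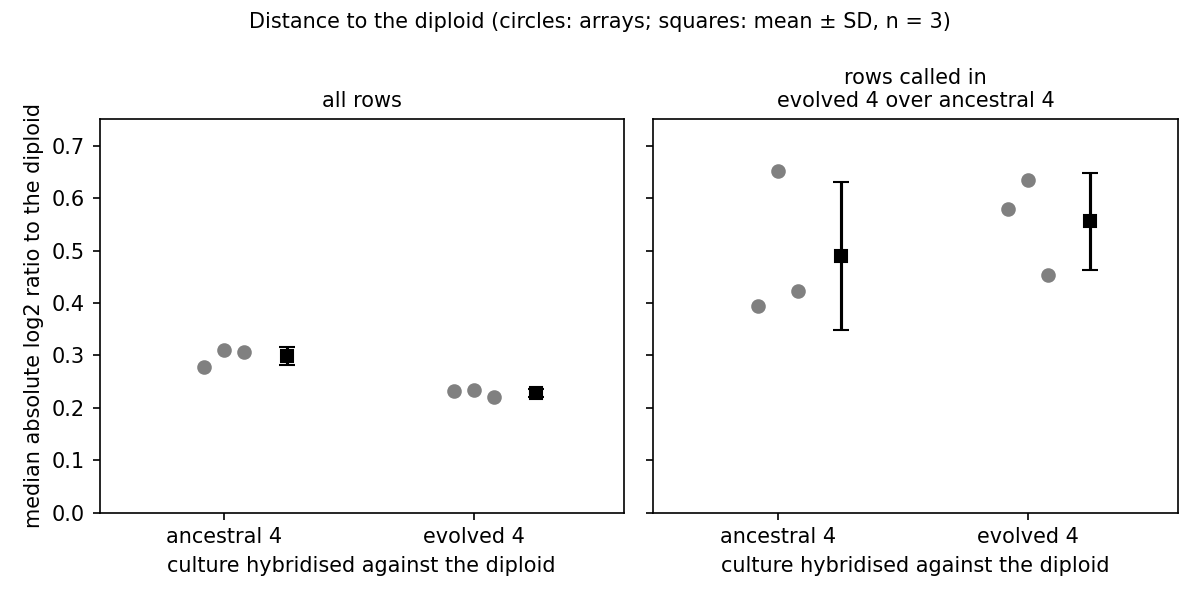
Median absolute log2 ratio to the diploid (y axis) for ancestral 4 and evolved 4 (x axis), over all rows on the left and over the called rows on the right. Circles are arrays and squares are means with SD (n = 3); the groups are apart over all rows, 0.299 against 0.229, and overlap over the called rows.

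The comparisons by listed name follow, although the sets examined did not bear the names out. Across the 6 gene sets, medians per line lay between −0.117 and 0.0916. An exact sign-flip permutation test over the 8 lines (two-sided) gave 0 sets past the adjusted p, and its smallest p was 0.0312, adjusted to 0.188. This was the set listed as ribosomal proteins, higher in 7 of 8 lines with a mean of medians of 0.0187. With camera in limma, 0 of 18 tests in line 4 and against the diploid passed the adjusted p, while fry, which tests a set against no change at all, passed 9 of 18. Among the 280 lower rows of line 4, 13 were listed as ribosomal proteins or ribosome biogenesis factors, or 4.64%, where 11.9 would be expected (Fisher's exact test, p = 0.761, two-sided). Of the 16 genes fixed in advance, 15 had a tested row. Over all rows tested, 1 was called in evolved 4 over ancestral 4, 1 in ancestral 4 over diploid and 0 in evolved 4 over diploid, and the counts adjusted over the list alone were 1, 1 and 0.

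Chromosome-wide shifts were taken as the median of the rows listed on a chromosome minus the median of the array. The largest among 16 chromosomes and 8 lines was 0.213 ± 0.0243 (SD, n = 3), for chromosome I in line 6. Rows listed on chromosome II in line 7 were shifted by 0.0583 ± 0.021 (SD, n = 3), less than those listed on chromosome III in the same line, at 0.144 ± 0.00422 (SD, n = 3), and close to those on chromosome IV, at 0.0647 ± 0.00358 (SD, n = 3). Line 7 was the highest of the 8 lines for chromosome II, with all 3 arrays above 0, and the other 7 lines lay between −0.0511 and 0.00147. Its gap to the next line was 0.52 of the range over the lines, just under Dixon's 95% critical value for 8 values. The chromosome VII segment in line 2 was shifted by −0.0181 ± 0.025 (SD, n = 3), within the spread between arrays. The same segment was lower in line 3, at −0.123 ± 0.00277 (SD, n = 3), and in lines 4, 5 and 7, at −0.0789, −0.0827 and −0.0886.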

Values the study reported

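The study reported that, at 36°C, 85 genes were higher and 159 genes lower in the evolved clone of line 4 than in its ancestor, at a 2-fold change and a p under 0.005. It placed 105 of the 159 lower genes, or 66%, in ribosome-related processes. By hybridisation of genomic DNA, it found a 154-kb deletion on chromosome VII in the clone of line 2 and an extra chromosome II in the clone of line 7.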

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

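Of the tests in this part, that of a single deviant array in line 4 was written before its result was seen. The others (technical spread, dye bias, and the counts of other groupings) were chosen after it.

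Line 4 stood apart from the other lines. Its 521 calls compare with 13 to 92 in the other 7 lines, and its median absolute log2 ratio of 0.31 compares with 0.117 to 0.192. Of 27 measures examined over the 8 lines, 2 were set apart in this way, and chance sets about 1 in 20 apart, or 1.35 here. Both measures describe the same arrays, so they are not independent. A larger technical spread is argued against, since the median standard deviation over the arrays of line 4 was 0.0856, inside the range of the other lines. A single deviant array is argued against by the lowest count with an array left out, 489, which stayed above every other line. A dye bias of the direct arrays is argued against for the rows shared with the diploid comparisons, where such a bias cancels and 240 rows were called with the same sign, against 35.8 shared by chance. The direct arrays also held calls that were not shared, and for those a dye bias stays open. Quantile normalization reduced the count to 77, but it forces all arrays to the same spread, so it removes by construction what sets line 4 apart. Evolution of line 4 on its own path is a biological explanation that the design names, and it stays open as a hypothesis, untested, since each line has 1 clone.

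The 8 lines differed from each other in 5395 rows by the moderated F test of limma. In 100 assignments of the 24 arrays to lines, the real one included, 1 gave as many rows, and the largest other count was 750, so chance assignment of arrays can be excluded. The arrays of a line are technical triplicates, so differences between lines hold differences between cultures and hybridisations as well as evolution, and these cannot be told apart from the lines.

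The ratios to the diploid differed between evolved 4 and ancestral 4 in 426 rows. Among the 10 splits of the 6 arrays into 3 and 3, 1 gave as many, the real one, and the largest other count was 1. The design cannot give a share under 0.1, so chance cannot be excluded by this count alone. A difference between the diploid hybridisations as the whole cause is argued against by the direct arrays, which are separate hybridisations and called 241 of these rows too, 240 with the same sign, against 35.8 by chance. It stays open for the rows that were not shared. A difference between the cultures themselves was not tested, and the evolved and ancestral state remains among the open explanations.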

How the results depend on the processing

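Chosen after seeing the data were the floor cells kept, the running median subtracted, the sign of line 1 turned and all settings for correlations between groups; the other alternatives were planned. Of 284 alternative values for 24 results, 241 kept their direction and side of the threshold or stayed within the limits set for a count or a spread, 42 moved and 1 reversed. The limits for counts, 1.5 times, and for values, 1 SD between replicates, were set in advance, and those for correlations and for the share of rows nearer the diploid after the first results were seen. The cause was not tested except where given.

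With no fold minimum, counts rose by construction to 2539, 3043, 2310, 4141, 2553, 2542, 1868 and 1415 for lines 1 to 8, 4011 for ancestral 4 over diploid, 3207 for evolved 4 over diploid and 3505 for their difference. Quantile normalization, which gives all arrays the same spread by construction, changed the counts to 69 in line 3, 77 in line 4, 43 in line 5, 53 in line 7, 62 in line 8, 50 for ancestral 4 over diploid and 210 for the difference. It also moved the share of higher calls by over 10 points, from 15.4% to 41.7% in line 1, 73.0% to 58.0% in line 3, 46.3% to 57.1% in line 4, 52.2% to 41.9% in line 5, 74.5% to 51.5% in line 6, 92.9% to 54.7% in line 7, 76.9% to 59.7% in line 8, and 36.8% to 62.0% for ancestral 4 over diploid. Centring each array moved no share by that much.

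The methods' t-test with its unadjusted threshold gave 14 calls in line 1, 7 in line 5, 17 in line 6, 8 in line 7, 8 in line 8, 58 for ancestral 4 over diploid and 41 for evolved 4 over diploid. After Benjamini-Hochberg it gave 0 in lines 1, 5, 6, 7 and 8, 9 in line 3, 41 for ancestral 4 over diploid and 37 for evolved 4 over diploid. For these lines, limma at an unadjusted p under 0.05 with no fold minimum gave 2158 to 3111 rows.

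With 1 replicate left out, line 6 had 37 to 74 calls, the latter without replicate 3, and line 4 had 489 to 582. The common response had 0 to 1 calls with a line or replicate number left out, the 1 arising without line 1. It had 1 with the line as a random block, 1 with line 1 turned, and 95 with the dye estimate of line 4 subtracted. That subtraction takes the same vector from every line, so it makes the lines alike by construction. For the same reason it brought 5 gene sets past the threshold, and leaving out a line gave 0 to 2, the latter without line 7. The chromosome VII segment of line 2 was −0.0524 by the mean in place of the median. The distance to the diploid over called rows, evolved minus ancestral, was 0.0658 and reversed to −0.0492 when measured as a standard deviation over rows. With 1 array left out it ranged from 0.0176, without replicate 1 of ancestral 4 over diploid, to 0.147, without replicate 2, so it rests on single arrays. It was also under 0.0658 divided by 1.5 without replicate 3 of ancestral 4 (0.0327) and without replicate 2 of evolved 4 (0.0263), and above 1.5 times it without replicate 3 of evolved 4 (0.117).

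Replicate numbers did not pair the arrays. Deviations from the group means correlated over 0.1 in 29 of 135 pairs with the same number, with a median of 0.000284. With the replicate block, 520 rows were called in line 4 and 425 in the difference, the common response had 1 call with the line as random block, and 5376 or 5381 rows differed among lines with the block or with centring. The block changed no count in the 30-array fit by more than 1. Depth is unknown here, since the intensities behind each ratio were not used.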

Other observations

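The tests of explanations in this part were chosen after the data were seen. That of a trend over rows for chromosome I in line 6 was also chosen then, but written before its own result was known. The methods' t-test and the fits without a line were planned. For an array deposited under another line, the test was changed after an earlier one had left the question open. For the offset between names and values, the first test was replaced by another after its result was seen, as described with it.

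Rows listed under 1 gene set did not vary together. Technical noise as the reason is argued against by the median correlation of replicate arrays, 0.771. Values listed in another order than the names would give sets no more coherent than random rows, and that was seen, with a coherence of −0.00329 for the rows listed as ribosomal proteins. The values of line 8 argue against such a mismatch for rows at the start of the listed chromosome I. There, rows with names ending in C lay below 0, and most of the interleaved rows with names ending in W lay above 0. Values in an order unrelated to the names would not follow the name ending row by row. Rows listed at the start of chromosome II did not show this split. For rows outside that part of chromosome I, a mismatch stays open as a hypothesis. Sets that truly did not vary together under these conditions would give the same low coherence, and no biological explanation was tested.

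A constant offset between names and values was examined over 6377 offsets. The first test asked whether any offset gave the ribosomal protein rows more coherence than as many random sets, and by that test the offset passed: the highest was 0.0452, at an offset of 4289 rows, above the highest random set at 0.0378, and 3 offsets lay above all random sets. Neighbouring rows are weakly correlated, so offsets are not random sets, and a second test was added. A true shift would make the other sets coherent at the same offset. There, ribosome biogenesis rows had a coherence of 0.01004, under the upper limit of 0.0149 for random rows, and 6 of 6 other sets lay within the random range. The same held for 6 of 6 sets at each of the other offsets above all random sets, 5376 and 5169. The second test argues against a shift by any of these 3 offsets, with the reservation that it was written once the first had come out the other way.

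Neighbouring rows of the file resembled each other slightly. The correlation of a row with the next ranged from 0.0353 to 0.149 over the arrays, against at most 0.0508 in 100 permutations of the rows. In line 7, rows 285 to 1164 of the file, 880 in all, were raised by 0.161 ± 0.0104 (SD, n = 3). This stretch was found by searching, so its size is biased upwards. A defect of a single array is argued against by the lowest of the 3 arrays, 0.149. A position effect of the same sign on all arrays is argued against by line 8, which was shifted by −0.132 ± 0.00159 (SD, n = 3) over these rows. A position effect whose sign differs between lines stays open. The strongest stretches of lines 2 and 8, rows 301 to 1720 and 330 to 1589, overlap this one, with shifts of −0.071 and −0.112. An extra copy of the chromosome II of the listed names is argued against, since rows listed on other chromosomes inside the stretch were raised by 0.177, and rows listed on chromosome II outside it by 0.0121, within its bootstrap standard error of 0.0182. An extra chromosome carried by an unknown part of the rows remains a hypothesis. If as many rows as are listed on chromosome II carried the mean shift of the stretch, each would be raised by 0.309, against 0.322 for 5 copies in place of 4. This calculation was chosen after the stretch was found and assumes the number of rows. The opposite shift in line 8, −0.244 by the same calculation, has no such reading, so the values cannot be told apart from another effect of position.

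Rows listed on chromosome I were raised in line 6 by 0.213. With the running median over 99 rows subtracted, the shift was 0.0159, inside the range of the other lines. The chromosome has 111 listed rows, about as many as the window, so the subtraction would remove a shift of the whole chromosome as well and decides nothing. Other values go against a shift limited to the listed chromosome I. The 28 rows listed as mitochondrial, which stand before it in the file, were raised by 0.385 in line 6, and the strongest stretch of that line, rows 1 to 100, was raised by 0.332 and runs across the start of the chromosome. The mitochondrial rows were also raised in lines 2 and 4, by 0.206 and 0.231, with chromosome I at 0.137 and 0.159. In line 8 the mitochondrial rows were raised by 0.224, but chromosome I only by 0.0437. That median mixes the opposed rows at the start of the chromosome, with names ending in C and in W. It therefore does not show whether the rise runs into the chromosome. In line 6, most rows there with names ending in C lay above most of the interleaved rows ending in W. A trend over rows would not split interleaved rows by name ending. This argues against a trend as the whole cause at the start of the chromosome. A trend over rows as part of the cause stays open. No biological explanation was tested.

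Line 1 ran against other lines. A dye bias shared by all lines would raise the correlation of every pair, which argues against it as the reason for the lowest value of −0.698, between lines 1 and 3. Channels of line 1 turned in the deposit would give a correlation below 0 with the mean of the other lines, as seen at −0.403. A true opposite response would do the same, so these cannot be told apart without a marker of direction.

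Rows with an unadjusted p under 0.05 for a common response were more than independent rows give, 1062 against 317. Among 100 assignments of signs to the 8 lines, the real one included, 5 gave as many, so chance cannot be excluded. The median of the other assignments was 185. The highest, 1760, equals the count with only the sign of line 1 turned. If the channels of line 1 were turned in the deposit, that assignment is not one of chance. The count of 1062 also fell to 631 without line 2, 656 without line 6 and 667 without line 5. A gene-specific dye effect, shared by all lines, would raise this count too and stays open.

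Lines 2 and 6 resembled each other. A trend over rows is argued against, since their correlation was 0.763 with the running median subtracted and 0.753 without. A single array deposited under the other line is argued against as the whole cause. With each array of these lines left out in turn, their correlation was 0.658 to 0.773, above the next highest pair of lines at 0.530. Whether replicate 3 of line 6, the array behind the lowest of these values, is itself misplaced stays open. It correlated at up to 0.785 with an array of line 2 and at most at 0.699 with its own line, but 0.785 lies under the lowest within line 2, 0.867. A hybridisation batch marked by empty cells stays open, with an exact permutation p of 0.0571 over splits of the 8 lines, as does a shared path of evolution, which was not tested.

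Direct and indirect ratios of line 4 differed with a standard deviation of 0.379 over rows. A gene-specific dye bias would make the other lines, labelled the same way, correlate with this difference. Their correlations ranged from −0.203 to 0.291. Responses of the lines themselves also enter these values, so they leave the bias open.

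In line 4, 241 rows were higher and 280 lower in limma, and 143 were higher and 223 lower by the methods' t-test at its threshold. The limma counts and the higher count by the methods' t-test are over 1.5 times the values quoted from the study above, and the lower count by the methods' t-test is higher by less than that.

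The share of lower rows listed as ribosomal proteins or ribosome biogenesis factors was 4.64%. That is lower than the value quoted from the study above. If the listed names do not match the values, a share by name lies near chance whatever changed. The share was near chance, with 13 rows against 11.9 expected, but whether the names match was not settled. The category of the study was also broader, so this difference says nothing about ribosomal genes.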
